# Quinolinate Phosphoribosyltransferase Promotes Invasiveness of Breast Cancer Through Myosin Light Chain Phosphorylation

**DOI:** 10.3389/fendo.2020.621944

**Published:** 2021-02-04

**Authors:** Chien-Liang Liu, Shih-Ping Cheng, Ming-Jen Chen, Chi-Hsin Lin, Shan-Na Chen, Yi-Hue Kuo, Yuan-Ching Chang

**Keywords:** quinolinate phosphoribosyltransferase, NAD, myosin light chain, neoplasm invasiveness, breast cancer

## Abstract

Perturbed Nicotinamide adenine dinucleotide (NAD^+^) homeostasis is involved in cancer progression and metastasis. Quinolinate phosphoribosyltransferase (QPRT) is the rate-limiting enzyme in the kynurenine pathway participating in NAD^+^ generation. In this study, we demonstrated that QPRT expression was upregulated in invasive breast cancer and spontaneous mammary tumors from MMTV-PyVT transgenic mice. Knockdown of QPRT expression inhibited breast cancer cell migration and invasion. Consistently, ectopic expression of QPRT promoted cell migration and invasion in breast cancer cells. Treatment with QPRT inhibitor (phthalic acid) or P2Y_11_ antagonist (NF340) could reverse the QPRT-induced invasiveness and phosphorylation of myosin light chain. Similar reversibility could be observed following treatment with Rho inhibitor (Y16), ROCK inhibitor (Y27632), PLC inhibitor (U73122), or MLCK inhibitor (ML7). Altogether, these results indicate that QPRT enhanced breast cancer invasiveness probably through purinergic signaling and might be a potential prognostic indicator and therapeutic target in breast cancer.

## Introduction

Breast cancer is the most common malignant disease among women and represents a major healthcare burden (1). The incidence of breast cancer has been increasing worldwide, including in Taiwan (2, 3). Despite tremendous advances in the diagnosis and treatment of breast cancer, an increase in breast cancer mortality rates without regional disparities has been observed (4). Developing new therapeutic strategies that target cancer progression and metastasis will be essential to improve patient outcomes.

Nicotinamide adenine dinucleotide (NAD^+^) and its reduced form NADH play an important role in biogenesis and redox balance of the human body (5). There is growing evidence of perturbed NAD^+^ homeostasis contributing to various disease states, including cancer and aging (6). In multiple cancer types, enzymes involving NAD^+^ metabolism are aberrantly expressed or dysregulated. One of the well-studied targets is nicotinamide phosphoribosyltransferase (NAMPT), the rate-limiting enzyme of the NAD^+^ salvage pathway (7). High NAMPT expression was associated with aggressive biological features in breast cancer and other malignancies (8, 9). Translational potential by genetic knockdown of NAMPT or pharmacologic inhibition has been rigorously evaluated in preclinical models.

In addition to the salvage pathway, NAD^+^ can be synthesized from a simple amino acid, tryptophan, *via* the *de novo* pathway (10). Quinolinate phosphoribosyltransferase (QPRT) is the final and rate-limiting enzyme in the kynurenine pathway (11). The role of QPRT in cancer has not been well studied. Higher QPRT expression was noted in aggressive glioblastomas than in low-grade gliomas (12). Recently, QPRT was identified as a crucial prognostic gene that was significantly associated with breast cancer overall survival (13). In this study, we aimed to explore the clinicopathological significance of QPRT expression in breast cancer and its potential biological mechanisms.

## Materials and Methods

### Cell Lines and Reagents

Human breast cancer cell lines (BT-20, T-47D, SK-BR-3, MCF-7, MDA-MB-468, MDA-MB-157, BT-474, DU4475, and MDA-MB-231) were all purchased from the American Type Culture Collection, Manassas, VA. An additional MCF-7 cell line derived from Dr. Jose Baselga’s laboratory (Memorial Sloan Kettering Cancer Center, New York, NY) was kindly provided by Dr. Yen-Shen Lu (National Taiwan University Hospital, Taipei, Taiwan) (14). Cell line authentication by short tandem repeat sequencing was performed to check for cross-contamination. BT-20 cells were grown in Eagle’s Minimum Essential Medium supplemented with 10% fetal bovine serum (FBS). MDA-MB-468 and MDA-MB-231 cells were grown in Leibovitz’s L-15 Medium supplemented with 10% FBS. All cells were maintained at 37°C in a 5% CO_2_ humidified atmosphere.

Cisplatin was purchased from Fresenius Kabi, Viman Nagar, India. Phthalic acid was obtained from Sigma-Aldrich, Merck KGaA, Darmstadt, Germany. For specific inhibitors, Y16 was obtained from MedChemExpress, Monmouth Junction, NJ; selisistat and olaparib from Selleck Chemicals, Houston, TX; NF340, Y27632, U73122, and ML7 from ApexBio Technology, Houston, TX.

### Public Databases and Bioinformatic Analysis

The clinicopathologic profile and mRNA expression data of The Cancer Genome Atlas (TCGA) breast cancer dataset were downloaded through the Genomic Data Commons Data Portal (https://portal.gdc.cancer.gov/) (15). High and low QPRT expression groups were assigned by the median split method, and overall survival between the groups was compared with the log-rank test statistic. Transcriptome data from tumor samples of the top 25 percent and the bottom 25 percent of QPRT expression were further examined, and gene set enrichment analysis (GSEA) was performed to explore the potential significance of differential QPRT expression (16). Additionally, we used a meta-analysis of databases, the KM Plotter Online Tool (https://kmplot.com/analysis/), to validate the relationship between QPRT expression and clinical outcomes (recurrence-free survival and distant metastasis-free survival) (17).

### Immunohistochemical (IHC) Staining

Tissue microarrays of breast neoplasms were obtained from Pantomics Inc., Fairfield, CA. The BB08015 set contained 48 tissue cores from 24 patients, and BC08118a contained 100 cores from 100 patients. Overall, 10 normal breast tissues, 20 cases of ductal carcinoma *in situ* (DCIS), and 94 cases of invasive carcinoma were included in the analysis. Mouse anti-human QPRT antibody was purchased from GeneTex, Irvine, CA. The tissue microarray slides were deparaffinized using xylene and rehydrated using serial gradient ethanol. The anti-QPRT antibody was diluted to 1:100. IHC staining was performed as we previously reported (18). Negative control slides were obtained by omitting the primary antibody incubation, and normal liver tissues were used as positive controls.

QPRT protein expression was quantified according to the intensity and extent of immunoreactivity. When the breast epithelial cells showed no positivity or <10% positive staining, they were scored as 0 and 1, respectively. When 10%–50% or >50% positive staining was observed, they were scored as 2 and 3, respectively. The IHC scores of two cores from the same patient were averaged.

### Transfection

Lentiviral plasmid vector pLKO.1-puro with short hairpin RNA (shRNA) specific for QPRT and lentiviral vector with control shRNA were purchased from Sigma-Aldrich. To knock down the QPRT expression, MDA-MB-468 and BT-20 cells were transduced with lentivirus in the presence of polybrene (Sigma-Aldrich) and selected with puromycin (InvivoGen, San Diego, CA). Knockdown efficacy was confirmed by real-time quantitative polymerase chain reaction and western blotting.

To overexpress QPRT in breast cancer cells, pCMV6-entry empty vector and pCMV6-entry QPRT expression constructs were purchased from OriGene Technologies, Rockville, MD. We transfected MDA-MB-231 cells with the constructs using Lipofectamine 3000 reagent (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s protocol. QPRT overexpression was confirmed by western blotting 72 h after transfection.

### Cell Viability

Cell growth was evaluated in MDA-MB-468 and BT-20 cells stably transfected with a control shRNA or QPRT-targeting shRNA for 24 to 96 h. MDA-MB-231 cells transfected with pCMV6-entry or pCMV6-QPRT were treated with increasing doses (0.1, 1, 10, 100, and 1000 μM) of cisplatin for 24 or 48 h. Cell viability was determined by the CellTiter Aqueous One Solution Cell Proliferation (MTS) Assay (Promega, Madison, WI) as previously described (19).

### Migration and Invasion Assay

The migration and invasion assays were performed as described (20). Cells in serum-free medium were seeded onto the upper Transwell insert with 8-μm pores of polycarbonate membrane (Corning Life Sciences, Tewksbury, MA). For invasion assay, BioCoat cell culture inserts pre-coated with Matrigel matrix (Corning Life Sciences) were used. The lower chamber contained the complete culture medium. The cells migrated or invaded through the insert membrane were fixed and stained with Diff-Quick (Sysmex, Kobe, Japan). The numbers of migrated or invaded cells were counted under the microscope from five random fields.

### NAD^+^ Quantification

Intracellular NAD^+^ and NADH levels were measured using the NAD/NADH Assay Kit (ab65348; Abcam, Cambridge, UK) according to the manufacturer’s protocol. Briefly, cells were extracted with the NAD/NADH extraction buffer and filtered through a 10 kD spin column to remove enzymes that consume NADH. To detect the NADH only, decomposition was performed by heating the samples at 60°C for 30 min. As such, NAD^+^ was decomposed while the NADH was intact. The decomposition step was omitted in the detection of total NAD^+^ and NADH. NAD^+^ in the samples was then converted to NADH by adding NADH developer. Concentrations of NADH in the samples were derived from the standard curve. NAD^+^/NADH ratio was calculated as ((total NAD^+^ and NADH) - NADH)/NADH.

### Immunoblot

Proteins extracted from total cellular lysates were subjected to SDS-PAGE followed by transfer to polyvinylidene fluoride membranes (21). The membranes were incubated with the following primary antibodies: anti-QPRT (GTX83743; GeneTex), anti-phospho-ERK1/2 ^Thr202/Tyr204^ (#9101), anti-phospho-AKT ^Ser473^ (#9271), anti-phospho-GSK3β ^Ser9^ (#9336), anti-phospho-Smad2 ^Ser465/467^/Smad3 ^Ser423/425^ (#8828), anti-phospho-MLC2 ^Ser19^ (#3671), and MLC2 (#8505). All antibodies were obtained from Cell Signaling Technology, Danvers, MA unless otherwise specified. Anti-β-actin (A5441; Sigma-Aldrich) or α-tubulin (T5168; Sigma-Aldrich) signal served as loading controls. The immunoblot band intensities were quantified using ImageJ software.

### RNA Sequencing (RNA-seq) Analysis

Total RNA was isolated from MDA-MB-468 and BT-20 cells stably transfected with a control shRNA or QPRT-targeting shRNA. RNA-seq libraries were prepared and sequenced on an Illumina NovaSeq 6000 System (Illumina, San Diego, CA). Raw reads were trimmed to remove adaptor contamination and low-quality reads. Expression levels of the annotated genes were estimated using fragments per kilobase of transcript sequence per millions of base pairs (FPKM). RNA-seq data are available at the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/), with GEO accession number GSE151521.

Hierarchical cluster analysis was performed as described (22). Differential gene expression calculations were done in DESeq2. GSEA was used to identify significant pathways associated with QPRT silencing.

### MMTV-PyVT Transgenic Mice

All animal experiments (MMH-AS-108-22) were conducted according to the guidelines established by the institutional animal care and use committee of MacKay Memorial Hospital. Male FVB/N-Tg(MMTV-PyVT)634Mul/J were randomly bred with wild-type C57BL/6J females (BioLASCO, Taipei, Taiwan) to obtain female mice heterozygous for the expression of the Polyoma Virus middle T antigen. Hemizygous MMTV-PyVT mice develop spontaneous mammary tumors that closely resemble the progression and morphology of human breast cancer (23). Mammary tumor formation was monitored by palpation twice a week. Upon the formation of palpable tumors, the mice were further observed for 3–4 weeks for tumor progression (24). Normal mammary gland tissue samples were obtained from wild-type female mice. Proteins extracted from mammary tumors and normal mammary tissues were subjected to western blot analysis. Anti-mouse Qprt antibody was purchased from Biorbyt, Cambridge, UK. Murine liver tissues were used as positive controls.

### Statistical Analysis

Data were expressed as mean ± SD. Statistical analyses were performed using Prism 8.3.0 (GraphPad, San Diego, CA). Comparisons of the subgroups were performed by an unpaired t-test or Jonckheere-Terpstra trend test. A two‐sided *P*‐value < 0.05 was considered statistically significant.

## Results

### Clinical Significance of QPRT Expression in Breast Cancer

To explore the potential significance of QPRT expression in breast cancer, we set out to analyze TCGA transcriptome data. As shown in **Figure 1A**, primary breast tumors and metastatic lesions had significantly higher QPRT expression levels than normal breast tissues. Among breast cancer samples with available staging information (n = 1,071), a positive correlation between QPRT expression levels and disease stage was observed (**Figure 1B**). Divided by the median split, breast cancer patients with high QPRT expression had significantly shorter overall survival than those with low QPRT expression (*P* < 0.001, **Figure 1C**). Consistently, data from the KM Plotter indicated that breast cancer patients with high QPRT expression had significantly shorter recurrence-free and distant metastasis-free survival (**Figure 1D**). Taken together, these data indicate that higher QPRT expression may represent a negative prognostic factor in breast cancer.

**Figure 1:**
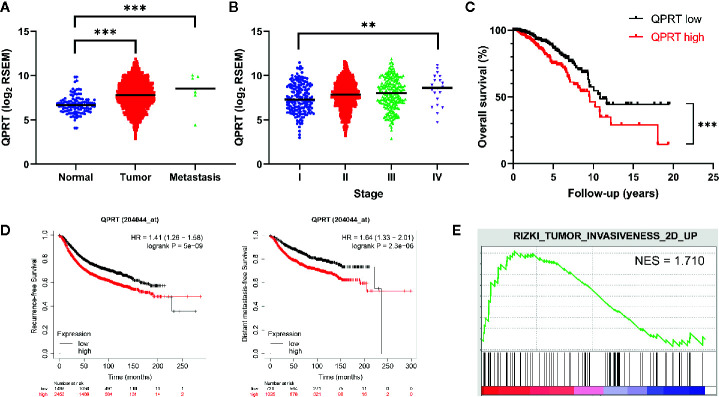
Bioinformatic analysis of the clinical significance of quinolinate phosphoribosyltransferase (QPRT) expression in breast cancer. **(A)** Expression of QPRT quantified by RNA-Seq by Expectation Maximization (RSEM) from The Cancer Genome Atlas (TCGA) breast cancer (BRCA) dataset. Significance was calculated using an unpaired t-test. ***P < 0.001. Horizontal lines represent median values. **(B)** Expression of QPRT from TCGA BRCA dataset. Significance was calculated using the Jonckheere-Terpstra trend test (n = 1071). **P _for trend_ < 0.01. Horizontal lines represent median values. **(C)** Overall survival illustrated for patients from TCGA BRCA dataset. Significance was calculated using the log-rank test. ***P < 0.001. **(D)** Recurrence-free survival and distant metastasis-free survival data from the KM Plotter. **(E)** Gene set enrichment analysis (GSEA) of differential QPRT expression using TCGA BRCA dataset NES, normalized enrichment score.

GSEA was performed to identify possible alterations in association with differential QPRT expression. Interestingly, tumor invasiveness was associated with higher QPRT expression in breast cancer (**Figure 1E**).

### QPRT Protein Expression in Human and Murine Breast Neoplasms

We next performed IHC staining in clinical breast samples. As shown in **Figure 2A**, normal breast tissue or DCIS generally showed weak QPRT immunoreactivity. Invasive ductal or lobular carcinoma exhibited moderate to strong cytoplasmic staining for QPRT. The IHC scores significantly increased from normal breast tissue (n = 10) and DCIS (n = 20) to invasive carcinoma (n = 94) of different disease stages (**Figure 2B**). A total of 76 samples of invasive carcinoma had available information of tumor grade. Among them, the IHC scores were positively correlated with higher tumor grade. Taken together, the results suggest that the QPRT protein expression in breast neoplasms was associated with the aggressiveness of breast cancer.

**Figure 2:**
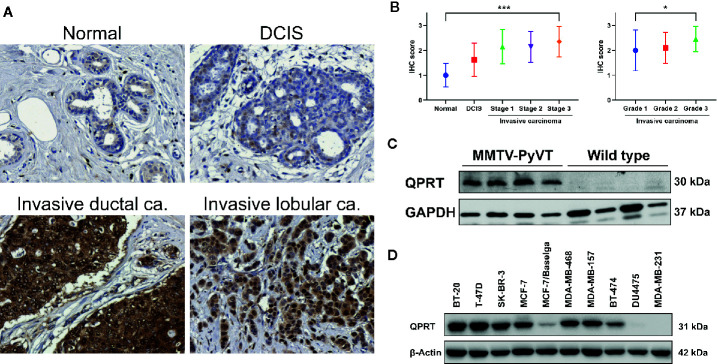
Expression of quinolinate phosphoribosyltransferase (QPRT) in human and murine breast neoplasms. **(A)** Representative QPRT immunostaining of normal breast tissue, ductal carcinoma *in situ* (DCIS), and invasive ductal/lobular carcinoma in female patients. Original magnification, 200X. **(B)** Error bar plots showing means and standard deviations of immunohistochemical (IHC) scores. Significance was calculated using the Jonckheere-Terpstra trend test (normal n = 10, DCIS n = 20, invasive cancer n = 94). *P _for trend_ < 0.05; ***P _for trend_ < 0.001. **(C)** Western blot analysis of QPRT protein expression in mammary tumors and normal mammary tissues from MMTV-PyVT and wild-type mice, respectively. **(D)** Protein expression of QPRT in a panel of breast cancer cell lines.

QPRT overexpression in breast cancer was further validated in spontaneous mammary tumors from MMTV-PyVT transgenic mice. While normal mammary gland tissues from wild-type mice exhibited virtually undetectable QPRT expression, mammary tumors of MMTV-PyVT mice had relatively abundant QPRT protein expression (**Figure 2C**).

We next screened the QPRT expression in a panel of breast cancer cell lines in our laboratory. While breast cancer cell lines had variable QPRT expression, DU4475 and MDA-MB-231 cells were negative for QPRT expression (**Figure 2D**). Accordingly, triple-negative cancer cell line MDA-MB-231 was used for gain-of-function assays, and two triple-negative cancer cell lines MDA-MB-468 and BT-20 were used for loss-of-function assays in the subsequent experiments.

### QPRT Depletion Suppressed the Migratory and Invasive Capacity

Gene silencing by lentiviral shRNA transduction remarkably reduced the QPRT expression in MDA-MB-468 and BT-20 cells (**Figure 3A**). QPRT depletion did not have adverse effects on cell viability or growth in breast cancer cells (**Figure S1**). Nonetheless, the migratory and invasive capacity were significantly suppressed by QPRT knockdown (**Figures 3B, C**).

**Figure 3:**
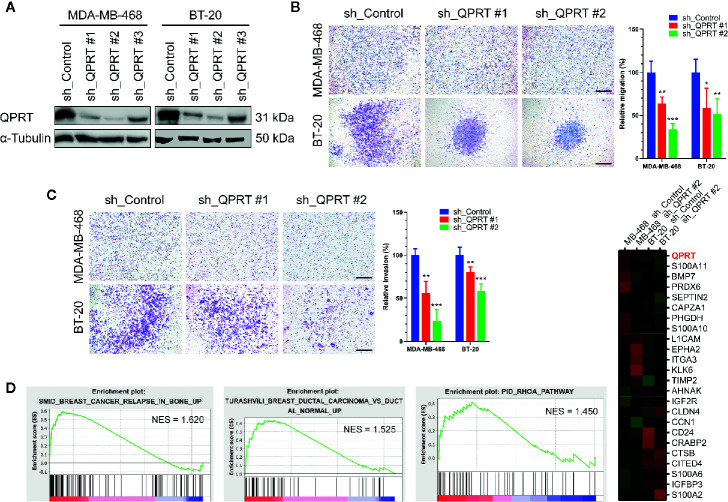
Effects of quinolinate phosphoribosyltransferase (QPRT) silencing in breast cancer cells. **(A)** Protein expression of QPRT in MDA-MB-468 and BT-20 breast cancer cells stably transfected with a control shRNA or QPRT-targeting shRNA. **(B)** Migration and **(C)** invasion determined by the Transwell assay in breast cancer cells transfected with a control shRNA or QPRT-targeting shRNA. Significance was calculated using an unpaired t-test (n = 6). *P < 0.05, **P < 0.01, ***P < 0.001. Data represent means ± standard deviations. Scale bars, 500 μm. **(D)** Heatmap of selected differentially expressed genes analyzed by RNA-seq in MDA-MB-468 and BT-20 cells transfected with a control shRNA or QPRT-targeting shRNA. Significantly enriched gene sets generated by Gene set enrichment analysis (GSEA) are shown. NES, normalized enrichment score.

To identify differentially expressed genes in association with QPRT silencing, RNA-seq analysis was performed in MDA-MB-468 and BT-20 cells transfected with a control shRNA or QPRT-targeting shRNA. 

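The RNA-seq data comprise 4 libraries, 1 for each combination of cell line (BT-20 or MDA-MB-468) and shRNA (control or QPRT-targeting, the latter labelled as hairpin #2 in Fig. 3D). BT-20 and MDA-MB-468 are established human triple-negative breast cancer cell lines. A short hairpin RNA (shRNA), delivered here by a lentivirus, is processed in the cell into a small RNA that directs degradation of the matching mRNA. The libraries were sequenced on an Illumina NovaSeq system, reads were trimmed of adaptors and low-quality sequence, and the authors deposited 1 FPKM value per gene and library for 50653 genes listed by Ensembl identifier. FPKM is the number of fragments on a gene divided by the length of its transcripts and by the total number of fragments of the library, times a constant. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. For genes with a single transcript in GENCODE release 29, the FPKM multiplied by transcript length was a whole multiple of one value per library for 97.6% to 97.8% of the genes above 0. That value gives the number of fragments to which each library had been scaled, 10621657 for BT-20 control shRNA, 10909859 for BT-20 QPRT shRNA, 10945948 for MDA-MB-468 control shRNA and 10321996 for MDA-MB-468 QPRT shRNA. Fold changes below are QPRT shRNA over control shRNA on the log2(FPKM + 1) scale, which understates the change of low genes. With 1 library per cell line and shRNA, a difference within a cell line has no replicate check, and the 2 cell lines are the only replicates of the knockdown. Both are labelled with the same hairpin, so an effect of that hairpin on other genes cannot be told apart from the loss of QPRT.

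QPRT, the targeted gene, is listed as ENSG00000103485 and lies on chromosome 16 of GRCh38 from 29679008 to 29698699 on the plus strand, where GENCODE 29 annotates a protein-coding gene. In BT-20 cells its FPKM was 249 with control shRNA and 40.5 with QPRT shRNA, corresponding to 3985 and 667 fragments. In MDA-MB-468 cells its FPKM was 117 with control shRNA and 18.3 with QPRT shRNA, corresponding to 1938 and 285 fragments. The log2 fold change was -2.59 in BT-20 and -2.62 in MDA-MB-468. The exact Clopper-Pearson 95% confidence interval of the log2 ratio of fragments, which covers counting error only, ran from -2.74 to -2.50 in BT-20 and from -2.87 to -2.50 in MDA-MB-468. Among the alternative settings, scaling each library to its upper quartile moved the log2 fold change in BT-20 most, to -2.69, and removal of the trend on GC content and transcript length, a correction chosen after seeing the data, moved that in MDA-MB-468 most, to -2.71.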

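Differential expression was examined in the 14321 genes with a mean FPKM of at least 1 over the 4 libraries. In BT-20 cells, 151 genes were at least 2-fold higher and 93 at least 2-fold lower with QPRT shRNA than with control shRNA, so that 61.9% of the changed genes were higher. With upper quartile scaling the split was 130 higher and 129 lower, or 50.2% higher. It was 173 higher and 78 lower (68.9% higher) after removal of the GC content and length trend. With TPM scaling it was 214 higher and 102 lower (67.7% higher). In MDA-MB-468 cells, 147 genes were higher and 124 lower, or 54.2% higher. The balance in MDA-MB-468 was reversed by removal of the GC content and length trend, with 127 higher and 145 lower (46.7% higher), and by a pseudocount of 0.1, with 369 higher and 387 lower. Lowering the threshold to 1.5-fold moved these counts most, to 817 higher and 469 lower in BT-20 and to 782 higher and 531 lower in MDA-MB-468. The same direction was found in both cell lines for 24 genes, 3 higher and 21 lower, and opposite directions were found for 12 genes. The split was even in only some settings, with 49 higher and 48 lower at a pseudocount of 0.1 and 61 higher and 61 lower at a threshold of 1.5-fold. Opposite directions were found for 79 genes at that pseudocount and for 112 at that threshold. In every other setting more genes were lower than higher in both cell lines. The split was 2 higher and 22 lower with upper quartile scaling and 5 and 23 with TPM scaling. It was 3 and 18 after removal of the GC content and length trend. With a mean FPKM of at least 5, 11 genes had the same direction and 4 opposite directions. When the genes of one cell line were shuffled 10000 times, 2.36 genes on average and at most 9 genes changed in the same direction, and 2.27 on average and at most 11 in opposite directions. The observed counts of 24 and 12 were both higher than in any shuffle. When the directions of one cell line were permuted among the 36 genes changed in both, a test chosen after seeing the data, 22.3 genes on average had the same direction and 35.9% of 10000 permutations had at least 24. The permutation keeps the numbers of higher and lower genes of each cell line, so it does not test a fall common to both. Across genes, which are not independent replicates, the log2 fold changes of the 2 cell lines had a Pearson r of -0.0429 and a Spearman rho of -0.109.

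Of the genes changed at least 2-fold in the same direction in both cell lines, 11 had a mean FPKM of at least 5, and all 11 were lower. The genes higher in both cell lines were DNAJC12 and 2 genes without a symbol, all with a mean FPKM under 5 and named after their values were seen. The largest mean falls among the 11 genes belonged to QPRT, LYZ, PGC, KRT20 and REG1A. LYZ, on chromosome 12 from 69348341 to 69354234, went from 6.66 to 0.598 FPKM in BT-20 (65 and 6 fragments) and from 12.4 to 1.69 FPKM in MDA-MB-468 (125 and 16 fragments). Of the 21 genes that fell in both cell lines, 16 were genes of intestinal or gastric epithelium or immunoglobulin genes, a grouping made after their names were seen. Outside this grouping were QPRT, DRAM1 and 3 genes without a symbol.

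With the 2 cell lines as replicates, limma with the cell line as a block gave 90 genes with an adjusted p under 0.05, 38 higher and 52 lower with QPRT shRNA. The prior degrees of freedom of this fit, which set how much genes share a variance, were estimated as infinite. Each gene therefore took the variance shared by genes of like expression. A difference between the cell lines in the change of a single gene did not raise its p. The p-values thus do not measure how well the 2 cell lines agreed. At an unadjusted p under 0.05 there were 687 genes, against 716 given by chance. The count depended on the setting. It was 0 without the cell line block (17 genes at an unadjusted p under 0.05). Without a filter on low values it was also 0, with 807 genes at an unadjusted p under 0.05 against 1421 by chance. It was 2 (QPRT and LYZ) after removal of the GC content and length trend. For QPRT the mean log2 fold change over the cell lines was -2.60 (standard error 0.205, adjusted p = 1.42e-32 from limma with Benjamini-Hochberg adjustment). For LYZ it was -2.29 (standard error 0.282, adjusted p = 3.75e-12). LYZ belongs to the grouping of gut, gastric and immunoglobulin genes above. RNA or reads from another source were a candidate for that grouping that was not decided.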

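The 24 genes selected for the heatmap in Fig. 3D were all expressed above a mean FPKM of 1, and each changed in one direction in both cell lines on the log2(FPKM + 1) scale. Those lower with QPRT shRNA were 11 genes, namely QPRT, S100A11, BMP7, PRDX6, SEPTIN2, CAPZA1, PHGDH, S100A10, CCN1, CD24 and CRABP2. Those higher with QPRT shRNA were 13 genes, namely L1CAM, EPHA2, ITGA3, KLK6, TIMP2, AHNAK, IGF2R, CLDN4, CTSB, CITED4, S100A6, IGFBP3 and S100A2, except that the log2 fold change of L1CAM in MDA-MB-468 was 0.010 as deposited, -0.014 with upper quartile scaling and -0.0088 with TPM scaling. After removal of the GC content and length trend the sign also changed for CRABP2 in BT-20 and for PRDX6 and S100A6 in MDA-MB-468. QPRT alone changed at least 2-fold in both cell lines. BMP7, KLK6 and IGFBP3 did so in BT-20 only, and S100A2 in MDA-MB-468 only; KLK6, at 1.04, was at 0.93 with upper quartile scaling and then below 2-fold, and S100A6 in BT-20, at 0.80, was at 1.01 after removal of the trend and then above 2-fold.

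With limma over both cell lines, 4 of the 24 genes had an adjusted p under 0.05 when all tested genes were adjusted for, and 11 when the 24 genes alone were, although these genes had been selected by the authors from the same libraries. Besides QPRT, they were BMP7, S100A2 and IGFBP3. BMP7 (chromosome 20, from 57168748 to 57266629) had 42.8 FPKM with control shRNA and 11.7 with QPRT shRNA in BT-20, and 22.5 and 18.1 in MDA-MB-468, a mean log2 fold change of -1.04 (standard error 0.230, adjusted p = 0.00264 from limma). S100A2 (chromosome 1, from 153561108 to 153567890) had 3.61 FPKM with control shRNA and 6.05 with QPRT shRNA in BT-20, and 13.0 and 53.3 in MDA-MB-468, a mean log2 fold change of 1.28 (standard error 0.248, adjusted p = 0.000138 from limma). IGFBP3 (chromosome 7, from 45912245 to 45921874) had 361 FPKM with control shRNA and 498 with QPRT shRNA in MDA-MB-468, and a mean log2 fold change of 0.84 (standard error 0.224, adjusted p = 0.0316 from limma). In BT-20, IGFBP3 had only 2 fragments with control shRNA and 22 with QPRT shRNA. Its FPKM in the latter library was 0.399% of its mean in MDA-MB-468, and 52 other genes that were high in MDA-MB-468 and near 0 in BT-20 had a median of 0.509% of their MDA-MB-468 level in that library. After removal of the GC content and length trend, the adjusted p was 0.686 for BMP7, 0.355 for S100A2 and 0.686 for IGFBP3, and with limma-voom on the fragments it was 0.00944, 0.000797 and 0.817. The removal itself moved their log2 fold changes little. BMP7 went from -1.78 to -1.65 in BT-20 and from -0.29 to -0.41 in MDA-MB-468. S100A2 went from 0.61 to 0.78 and from 1.95 to 1.86, and IGFBP3 from 1.23 to 1.32 and from 0.46 to 0.40. The prior degrees of freedom fell from infinite to 7.82 with the removal. The spread of a gene between the cell lines then entered its p. Among the other 20 genes the lowest adjusted p was that of KLK6 (0.122 from limma, mean log2 fold change 0.69, standard error 0.208). CD24 has processed pseudogenes with which the authors' counting could have shared reads.

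**Figure D1:**
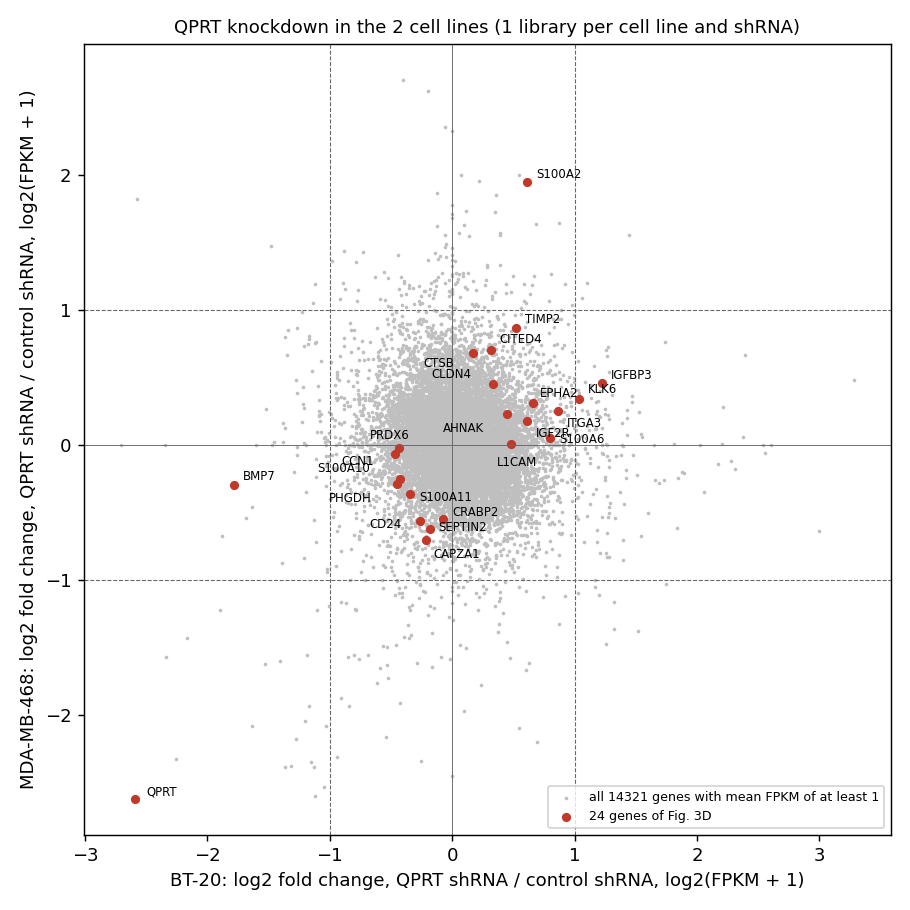
Log2 fold change of each gene with QPRT shRNA over control shRNA, on the log2(FPKM + 1) scale, in BT-20 cells (horizontal axis) and MDA-MB-468 cells (vertical axis), with 1 library per cell line and shRNA. Grey points are the genes tested, red points the 24 genes of Fig. 3D, and dashed lines mark 2-fold changes. QPRT is the only red point beyond 2-fold in both cell lines.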

A heatmap of selected differentially expressed genes was shown in **Figure 3D**. 

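For the RhoA pathway, the genes of the proteins that the paper places around RhoA and myosin light chain were followed. The list holds 20 genes, among them those for RhoA, its kinases ROCK1 and ROCK2, p63RhoGEF (ARHGEF25), the G protein subunits GNAQ and GNA11, the receptor P2RY11, phospholipase C beta, myosin light chain kinase, the myosin light chains and myosin phosphatase. Of these, 18 had a mean FPKM of at least 1, and PLCB1 and PLCB2 were below it. In MDA-MB-468 cells, 15 of the 18 genes were lower with QPRT shRNA, and their median log2 fold change was -0.17, at percentile 0.760 of the medians of 10000 random lists of the same size matched on mean expression. In BT-20 cells, 6 of the 18 genes were lower, and the median was 0.042, at percentile 71.8. With upper quartile scaling 10 genes were lower in BT-20, and the median was -0.063, at percentile 67.4. After removal of the GC content and length trend 9 genes were lower in BT-20, and the median was 0.012, at percentile 42.3. These percentiles describe the libraries and are not a test of the knockdown. For a wider list of RhoA regulators and effectors, with 68 genes tested, the median was -0.13 in MDA-MB-468, at percentile 0.02, and 0.057 in BT-20, at percentile 92.3, or -0.030 with upper quartile scaling, at percentile 95.6, and at percentile 74.6 after removal of the trend.

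RHOA (ENSG00000067560, chromosome 3 of GRCh38 from 49359145 to 49412998, minus strand) had 471 FPKM with control shRNA and 414 with QPRT shRNA in BT-20, and 454 and 407 in MDA-MB-468. Its mean log2 fold change over the cell lines was -0.17 (standard error 0.188, adjusted p = 1.00 from limma). RHOA, GNAQ, MYL9, MYL12A and MYL12B were among the genes lower in both cell lines, and with upper quartile scaling or removal of the GC content and length trend so was PPP1CB. P2RY11 (0.088 in BT-20 and 0.45 in MDA-MB-468) and GNA11 (0.043 and 0.28) were among the genes higher in both cell lines, except that GNA11 was at -0.062 in BT-20 with upper quartile scaling. Of the lower genes in MDA-MB-468, MYL9 had only 5 and 2 fragments there and ARHGEF25 only 4 and 1. The log2 fold changes of ROCK1 (0.29 in BT-20 and -0.36 in MDA-MB-468), ROCK2 (0.40 and -0.38) and PPP1R12A (0.34 and -0.46) had opposite signs in the 2 cell lines. MYL12A (-0.34 and -0.17) and MYL12B (-0.20 and -0.10) are close paralogs between which the authors' counting could have split reads. None of the 18 genes had a limma p under 0.05 over both cell lines, before or after adjustment over all genes or over the list alone.

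The paper reached its statement by GSEA, which ranks the genes by their difference between groups and asks whether the members of a published set gather at one end. The members of the sets shown in Fig. 3D, including the set for bone relapse, were not used here. From the enrichment scores in Fig. 3D the paper proposes that genes of these sets are expressed at higher levels in the cells with more QPRT, which in these libraries are the cells with control shRNA.

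**Figure D2:**
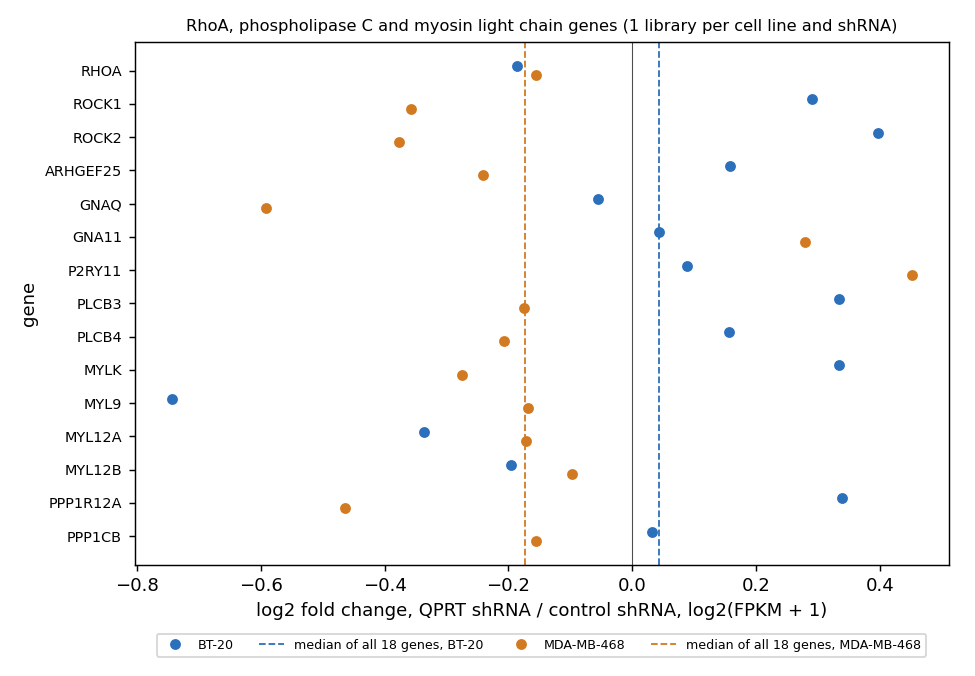
Log2 fold change with QPRT shRNA over control shRNA, on the log2(FPKM + 1) scale (horizontal axis), of 15 of the 18 listed genes with a mean FPKM of at least 1 (vertical axis) in BT-20 (blue) and MDA-MB-468 (orange), 1 library per cell line and shRNA. Dashed lines mark the medians of all 18 genes, 0.042 in BT-20 and -0.17 in MDA-MB-468.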

The GSEA further suggested enrichment for gene sets associated with breast cancer bone relapse and RhoA pathway in breast cancer cells with higher QPRT expression.

### Ectopic QPRT Expression Increased the Migratory and Invasive Capacity

MDA-MB-231 cells showed undetectable QPRT expression and were transfected with pCMV6-QPRT. Abundant QPRT protein expression following transfection was confirmed by Western blot (**Figure 4A**). In malignant glioma cells, QPRT expression prevented apoptosis and increased resistance to oxidative stress induced by chemoradiotherapy (12). To test the hypothesis that QPRT overexpression may exert anti-apoptotic effects in breast cancer cells, MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT were treated with increasing doses of cisplatin. Nonetheless, we found no augmentation of cell viability in QPRT-overexpressing cells (**Figure S2**).

**Figure 4:**
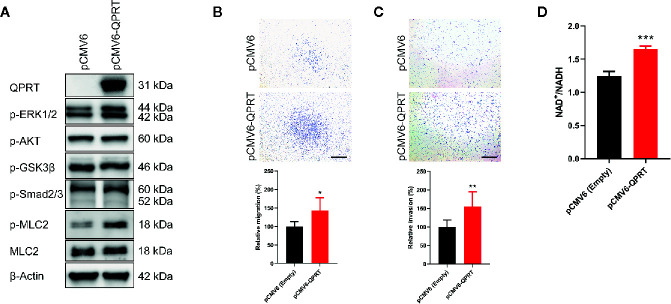
Effects of ectopic quinolinate phosphoribosyltransferase (QPRT) expression in breast cancer cells. **(A)** Protein expression of QPRT and relevant phosphorylated molecules in MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT. **(B)** Migration and **(C)** invasion determined by the Transwell assay in MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT. Significance was calculated using an unpaired t-test (n = 6). *P < 0.05, **P < 0.01. Data represent means ± standard deviations. Scale bars, 500 μm. **(D)** The ratio of intracellular NAD^+^ to NADH levels in MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT. Significance was calculated using an unpaired t-test (n = 3). ***P < 0.001. Data represent means ± standard deviations.

Following QPRT overexpression, MDA-MB-231 cells had significantly increased migratory and invasive capacity (**Figures 4B, C**). It is consistent with the results of loss-of-function assays in MDA-MB-468 and BT-20 cells. As expected, the NAD^+^/NADH ratio was increased in MDA-MB-231 cells transfected with pCMV6-QPRT (**Figure 4D**).

### QPRT Overexpression Increased the Phosphorylation of Myosin Light Chain

We next asked whether canonical oncogenic signaling pathways are involved in the QPRT-mediated increase in cellular migration and invasion. Following QPRT overexpression, the phosphorylation of ERK1/2 and myosin light chain was increased, while there was no alteration in the phosphorylation of AKT, GSK3β, and Smad2/3 (**Figure 4A**). Phosphorylation of the myosin light chain is a prime regulatory event of the contractile mechanism of stress fibers (25). Considering that the involvement of the RhoA pathway was suggested by our GSEA enrichment results, we hypothesized that the phosphorylation of myosin light chain might be the main effector of QPRT-associated invasiveness.

Sirtuins and poly(ADP-ribose) polymerases (PARPs) are important NAD^+^-consuming enzymes and play important roles in breast cancer biology (10). Furthermore, NAD^+^ can act as a ligand for the P2Y_11_ purinoreceptor (26). To further delineate the association between QPRT and the RhoA pathway, we used QPRT inhibitor (phthalic acid), SIRT1 inhibitor (selisistat), PARP inhibitor (olaparib), and P2Y_11_ antagonist (NF340) to examine the reversibility of the QPRT-enhanced invasiveness. At concentrations of no significant impact on the invasiveness in control cells, phthalic acid effectively reversed the augmented invasiveness in association with QPRT overexpression (**Figure 5A**). Paradoxically, selisistat heightened the invasiveness in MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT. Olaparib and NF340 were able to reverse the QPRT-enhanced invasiveness, while the latter showed a better efficacy.

**Figure 5:**
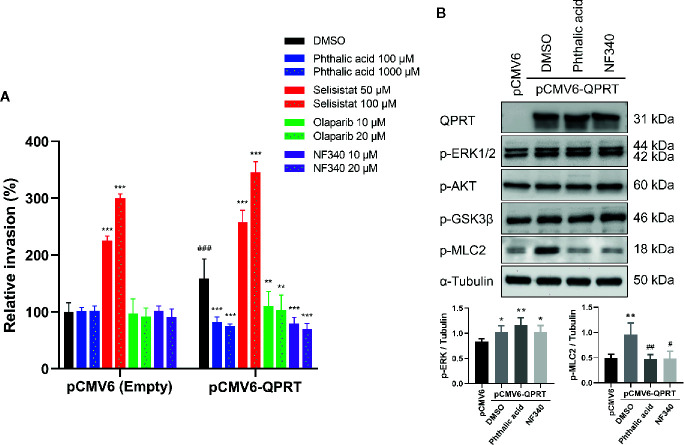
Effects of inhibitors on quinolinate phosphoribosyltransferase (QPRT)-induced invasiveness in breast cancer cells. **(A)** MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT were treated with vehicle control (dimethyl sulfoxide; DMSO), QPRT inhibitor (phthalic acid), SIRT1 inhibitor (selisistat), PARP inhibitor (olaparib), or P2Y_11_ antagonist (NF340) for 24 h. Cell invasive ability was determined by the Transwell assay. Significance was calculated using an unpaired t-test (n = 4). **P < 0.01, ***P < 0.001 compared to DMSO control. ^###^ *P* < 0.001 compared to pCMV6-empty vector. Data represent means ± standard deviations. **(B)** Protein expression of QPRT and relevant phosphorylated molecules in MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT and treated with vehicle control (DMSO), QPRT inhibitor (phthalic acid 100 μM), or P2Y_11_ antagonist (NF340 20 μM) for 24 h. Significance was calculated using an unpaired t-test (n = 4). *P < 0.05, **P < 0.01 compared to pCMV6-empty vector. ^#^ *P* < 0.05, ^##^ *P* < 0.01 compared to DMSO control. Data represent means ± standard deviations.

Subsequently, we evaluated the effects of treatment with phthalic acid or NF340 in QPRT-overexpressing MDA-MB-231 cells. Either treatment did not alter the phosphorylation of ERK1/2, AKT, and GSK3β. Nonetheless, both agents attenuated the phosphorylation of myosin light chain induced by ectopic QPRT expression (**Figure 5B**).

### QPRT Involved Both Rho GTPase and Phospholipase C (PLC) Pathways

G-protein-coupled P2Y_11_ receptors activate PLC and stimulate inositol trisphosphate generation and calcium mobilization (27). Subsequently, Ca^2+^/calmodulin-dependent myosin light chain kinase (MLCK) is activated, resulting in phosphorylation of myosin light chain and cell contraction. Furthermore, Gαq/11 could enhance p63RhoGEF-induced RhoA activation by direct protein-protein interaction (28). RhoA and its effector, Rho kinase (ROCK), modulate the phosphorylation of myosin light chain and its dephosphorylation by myosin phosphatase (29). Accordingly, we used Rho inhibitor (Y16), ROCK inhibitor (Y27632), PLC inhibitor (U73122), and MLCK inhibitor (ML7) to assess the reversibility of the QPRT-enhanced invasiveness. At concentrations of no significant impact on the invasiveness in control cells, all inhibitors could effectively reverse the QPRT-enhanced invasiveness (**Figure 6A**).

**Figure 6:**
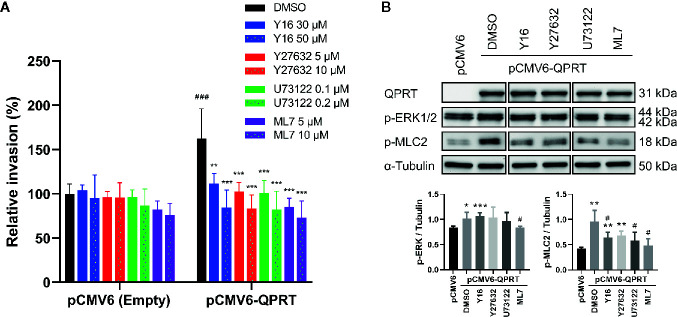
Effects of inhibitors on quinolinate phosphoribosyltransferase (QPRT)-induced invasiveness in breast cancer cells. **(A)** MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT were treated with vehicle control (dimethyl sulfoxide; DMSO), Rho inhibitor (Y16), ROCK inhibitor (Y27632), PLC inhibitor (U73122), or MLCK inhibitor (ML7) for 24 h. Cell invasive ability was determined by the Transwell assay. Significance was calculated using an unpaired t-test (n = 4). **P < 0.01, ***P < 0.001 compared to DMSO control. ^###^ *P* < 0.001 compared to pCMV6-empty vector. Data represent means ± standard deviations. **(B)** Protein expression of QPRT and relevant phosphorylated molecules in MDA-MB-231 cells transfected with pCMV6-empty vector or pCMV6-QPRT and treated with vehicle control (DMSO), Rho inhibitor (Y16 50 μM), ROCK inhibitor (Y27632 10 μM), PLC inhibitor (U73122 0.2 μM), or MLCK inhibitor (ML7 10 μM) for 24 h. Significance was calculated using an unpaired t-test (n = 4). *P < 0.05, **P < 0.01, ***P < 0.001 compared to pCMV6-empty vector. ^#^ *P* < 0.05 compared to DMSO control. Data represent means ± standard deviations.

Treatment with inhibitors of Rho, ROCK, PLC, or MLCK did not affect the QPRT expression. While the phosphorylation of ERK1/2 was reduced by the MLCK inhibitor, the most consistent finding was that the QPRT overexpression-induced phosphorylation of myosin light chain was decreased by treatment with either Rho, ROCK, PLC, or MLCK inhibitor (**Figure 6B**). Taken together, these results indicate that the Rho-ROCK and PLC-MLCK pathways are both involved in the phosphorylation of myosin light chain as a downstream of the P2Y_11_ activation.

## Discussion

In this study, we provided strong evidence supporting the association between QPRT upregulation and tumor progression in breast cancer. First, QPRT expression was positively associated with disease stage and tumor grade, whereas normal breast tissue exhibited low or undetectable QPRT expression. Second, spontaneous mammary tumors from MMTV-PyVT transgenic mice showed a similar trend of QPRT overexpression. Third, QPRT depletion significantly hindered the invasiveness of breast cancer cells.

NAD^+^ participates in various cellular physiologic processes including glycolysis and oxidative phosphorylation. In mammalian cells, NAD^+^ can be synthesized from nicotinic acid using the Preiss-Handler pathway, synthesized from tryptophan *via* the *de novo* pathway, or generated from nicotinamide or nicotinamide riboside *via* the salvage pathway. The source of NAD^+^ generation appears to be tissue and cellular context-dependent (30). Targeting NAMPT of the salvage pathway has received much attention in recent years. Nonetheless, the metabolic plasticity of cancer cells generally leads to acquired resistance to NAMPT inhibition, and increased expression or activity of QPRT is a novel resistance mechanism (31, 32). It, therefore, highlights the need to further investigate the role of QPRT in cancer biology.

The expression of QPRT in malignant neoplasms was evaluated in only a few tumor types. Increased QPRT expression was observed in glioblastomas and follicular thyroid carcinomas (12, 33). Conversely, QPRT expression was decreased in renal cell carcinoma in comparison to normal kidney tissue (34). Furthermore, QPRT expression was decreased in metastatic melanoma after the acquisition of resistance to BRAF inhibitors (35). In the present study, upregulation of QPRT expression was validated in clinical samples and spontaneous murine tumors.

Increased QPRT expression would enhance the synthesis of nicotinic acid mononucleotide and in turn NAD^+^. A reduction in intracellular NAD^+^ in breast cancer cells may induce apoptosis and suppress cell survival (36). On the contrary, nonlethal reduction of NAD^+^ may render tumor cells more aggressive and increase metastasis (37). Although QPRT seems to possess anti-apoptotic properties in some tumor types (12, 38), we did not find any difference in cell growth or viability in breast cancer cells following QPRT depletion or ectopic QPRT expression. At the time of this manuscript preparation, Yue et al. reported that knocking down QPRT in MCF-7 and T47D cells increased the apoptosis rate, and QPRT overexpression marginally decreased apoptosis (39). The basis for such a difference is unclear, but our group and Yue et al. both showed that QPRT positively participates in regulating the migratory and invasive capacity of breast cancer cells.

We further examined whether the invasion-promoting effect of QPRT was mediated by NAD^+^-consuming enzymes. Sirtuins are a family of histone deacetylases that require NAD^+^ as a substrate for SIRT-mediated deacetylation reactions. Sirtuins can promote or suppress breast cancer metastasis, and several sirtuin modulators (including selisistat, a SIRT1 inhibitor) have been investigated in clinical trials (40). In breast cancer cells, SIRT1 depletion induced an epithelial shift and inhibited cell invasion (41). Nonetheless, we found that treatment with selisistat in QPRT-overexpressing cells resulted in an uprise of cell invasion. PARPs are also NAD^+^-consuming enzymes, and poly(ADP)-ribosylation is a unique post-translational modification affecting various protein functions. The PARP inhibitor olaparib has been approved to treat patients whose cancer is positive for homologous recombination deficiency. MDA-MB-231 is a BRCA wild-type cell line with BRCA1 allelic loss and shows normal BRCA1 transcript levels (42). Although olaparib could partially reverse the QPRT-enhanced invasiveness, we were focusing on purinergic signaling as the potential link.

Nucleotides are prometastatic factors favoring tumor cell migration and tissue colonization, and purinergic receptors play an important role (43, 44). Given that NAD^+^ is a P2Y_11_ agonist (45), we evaluated the rescue effect of a P2Y_11_ antagonist NF340 and found that NF340 effectively reversed the QPRT-enhanced invasiveness. The result was similar to that treatment with NF340 prevented ATP-induced stimulation of cell migration in hepatocellular carcinoma cells (46). Furthermore, we showed that both Rho GTPase and PLC pathways downstream to the P2Y_11_ receptor were involved. Nonetheless, we could not exclude the possibility that additional NAD^+^-independent mechanisms are operative in the QPRT-mediated increment in cell migration and invasion.

Currently, phthalic acid, a quinolinic acid analog, is the only competitive inhibitor of QPRT (11). Treatment with phthalic acid reduced intracellular NAD^+^ levels, SIRT1 activity, and cell viability in a dose-dependent manner in human astrocytes and neurons (47). Although phthalates are widely used as plasticizing agents, phthalic acid is a germ cell mutagen (48). While newer selective QPRT inhibitors are under investigation, it would be interesting to determine the synergic or additive effects of combining QPRT and NAMPT inhibitors. Additionally, QPRT blockade might undoubtfully increase the upstream quinolinic acid, and quinolinic acid will lead to neurotoxicity. A combination with inhibitors against 3-hydroxyanthranilic acid oxygenase or other enzymes along the kynurenine pathway should be taken into consideration.

In summary, the present study demonstrated a significant role of QPRT in breast cancer. QPRT promotes cell migration and invasion of breast cancer cells through, at least in part, the phosphorylation of myosin light chain *via* Rho GTPase and PLC pathways downstream of purinergic receptors (**Figure 7**). QPRT might be a potential prognostic indicator and therapeutic target in breast cancer.

**Figure 7:**
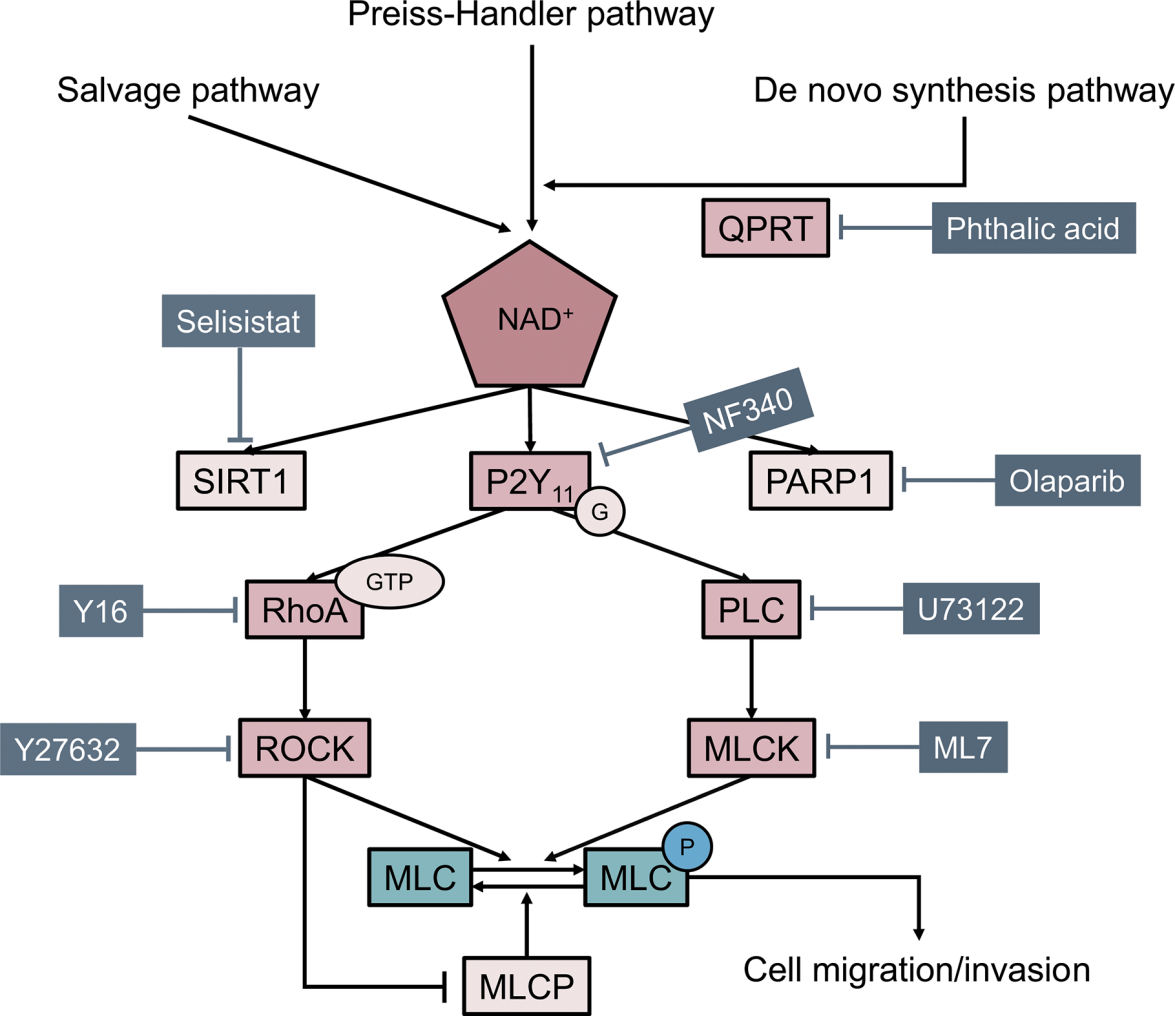
Model illustrating how quinolinate phosphoribosyltransferase (QPRT) promoting cell migration and invasion through phosphorylation of myosin light chain (MLC) in breast cancer.

## Data Availability Statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee.

## Author Contributions

C-LL, S-NC, Y-HK, and C-HL carried out the experiment. C-LL and Y-CC wrote the manuscript with support from S-PC. M-JC helped supervised the project. Y-CC and S-PC conceived the original idea. Y-CC supervised the project. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by MacKay Memorial Hospital (grants MMH-E-107-10, MMH-E-108-10, and MMH-E-109-10).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] HeerEHarperAEscandorNSungHMcCormackVFidler-BenaoudiaMM Global burden and trends in premenopausal and postmenopausal breast cancer: a population-based study. Lancet Glob Health (2020) 8(8):e1027–37. 10.1016/S2214-109X(20)30215-1 32710860

[2] ChenZXuLShiWZengFZhuoRHaoX Trends of female and male breast cancer incidence at the global, regional, and national levels, 1990-2017. Breast Cancer Res Treat (2020) 180(2):481–90. 10.1007/s10549-020-05561-1 32056055

[3] ChiangCJLoWCYangYWYouSLChenCJLaiMS Incidence and survival of adult cancer patients in Taiwan, 2002-2012. J Formos Med Assoc (2016) 115(12):1076–88. 10.1016/j.jfma.2015.10.011 26786251

[4] HoYRMaSPChangKY Trends in regional cancer mortality in Taiwan 1992-2014. Cancer Epidemiol (2019) 59:185–92. 10.1016/j.canep.2019.02.005 30825841

[5] KatsyubaERomaniMHoferDAuwerxJ NAD(+) homeostasis in health and disease. Nat Metab (2020) 2(1):9–31. 10.1038/s42255-019-0161-5 32694684

[6] VerdinE NAD(+) in aging, metabolism, and neurodegeneration. Science (2015) 350(6265):1208–13. 10.1126/science.aac4854 26785480

[7] PramonoAARatherGMHermanHLestariKBertinoJR NAD- and NADPH-Contributing Enzymes as Therapeutic Targets in Cancer: An Overview. Biomolecules (2020) 10(3):358. 10.3390/biom10030358 PMC717514132111066

[8] LeeYCYangYHSuJHChangHLHouMFYuanSS High visfatin expression in breast cancer tissue is associated with poor survival. Cancer Epidemiol Biomarkers Prev (2011) 20(9):1892–901. 10.1158/1055-9965.EPI-11-0399 21784959

[9] JiCCongRWangYWangYZhangQZhouX Relationship between NAMPT/PBEF/visfatin and prognosis of patients with malignant tumors: a systematic review and meta-analysis. Ann Transl Med (2019) 7(23):785. 10.21037/atm.2019.11.32 32042801PMC6989992

[10] CantoCMenziesKJAuwerxJ NAD(+) Metabolism and the Control of Energy Homeostasis: A Balancing Act between Mitochondria and the Nucleus. Cell Metab (2015) 22(1):31–53. 10.1016/j.cmet.2015.05.023 26118927PMC4487780

[11] JacobsKRCastellano-GonzalezGGuilleminGJLovejoyDB Major Developments in the Design of Inhibitors along the Kynurenine Pathway. Curr Med Chem (2017) 24(23):2471–95. 10.2174/0929867324666170502123114 PMC574888028464785

[12] SahmFOezenIOpitzCARadlwimmerBvon DeimlingAAhrendtT The endogenous tryptophan metabolite and NAD+ precursor quinolinic acid confers resistance of gliomas to oxidative stress. Cancer Res (2013) 73(11):3225–34. 10.1158/0008-5472.CAN-12-3831 23548271

[13] XuYHDengJLWangLPZhangHBTangLHuangY Identification of Candidate Genes Associated with Breast Cancer Prognosis. DNA Cell Biol (2020) 39(7):1205–27. 10.1089/dna.2020.5482 32456464

[14] ChenICHsiaoLPHuangIWYuHCYehLCLinCH Phosphatidylinositol-3 Kinase Inhibitors, Buparlisib and Alpelisib, Sensitize Estrogen Receptor-positive Breast Cancer Cells to Tamoxifen. Sci Rep (2017) 7(1):9842. 10.1038/s41598-017-10555-z 28852212PMC5574981

[15] N. Cancer Genome Atlas Comprehensive molecular portraits of human breast tumours. Nature (2012) 490(7418):61–70. 10.1038/nature11412 23000897PMC3465532

[16] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMA Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U.S.A. (2005) 102(43):15545–50. 10.1073/pnas.0506580102 PMC123989616199517

[17] GyorffyBLanczkyAEklundACDenkertCBudcziesJLiQ An online survival analysis tool to rapidly assess the effect of 22,277 genes on breast cancer prognosis using microarray data of 1,809 patients. Breast Cancer Res Treat (2010) 123(3):725–31. 10.1007/s10549-009-0674-9 20020197

[18] ChenICChangYCLuYSChungKPHuangCSLuTP Clinical Relevance of Liver Kinase B1(LKB1) Protein and Gene Expression in Breast Cancer. Sci Rep (2016) 6:21374. 10.1038/srep21374 26877155PMC4753425

[19] ChangYCLinCHLinJCChengSPChenSNLiuCL Inhibition of 3beta-Hydroxysteroid Dehydrogenase Type 1 Suppresses Interleukin-6 in Breast Cancer. J Surg Res (2019) 241:8–14. 10.1016/j.jss.2019.03.024 31004874

[20] LiuCLChenMJLinJCLinCHHuangWCChengSP Doxorubicin Promotes Migration and Invasion of Breast Cancer Cells through the Upregulation of the RhoA/MLC Pathway. J Breast Cancer (2019) 22(2):185–95. 10.4048/jbc.2019.22.e22 PMC659740431281722

[21] ChangYCChenCKChenMJLinJCLinCHHuangWC Expression of 3beta-Hydroxysteroid Dehydrogenase Type 1 in Breast Cancer is Associated with Poor Prognosis Independent of Estrogen Receptor Status. Ann Surg Oncol (2017) 24(13):4033–41. 10.1245/s10434-017-6000-6 28744792

[22] ChengSPChenMJChienMNLinCHLeeJJLiuCL Overexpression of teneurin transmembrane protein 1 is a potential marker of disease progression in papillary thyroid carcinoma. Clin Exp Med (2017) 17(4):555–64. 10.1007/s10238-016-0445-y 28004221

[23] LinEYJonesJGLiPZhuLWhitneyKDMullerWJ Progression to malignancy in the polyoma middle T oncoprotein mouse breast cancer model provides a reliable model for human diseases. Am J Pathol (2003) 163(5):2113–26. 10.1016/S0002-9440(10)63568-7 PMC189243414578209

[24] ChangYCLiuCLChenMJHsuYWChenSNLinCH Local anesthetics induce apoptosis in human breast tumor cells. Anesth Analg (2014) 118(1):116–24. 10.1213/ANE.0b013e3182a94479 24247230

[25] KatohKKanoYNodaY Rho-associated kinase-dependent contraction of stress fibres and the organization of focal adhesions. J R Soc Interface (2011) 8(56):305–11. 10.1098/rsif.2010.0419 PMC303082520826475

[26] MoreschiIBruzzoneSNicholasRAFruscioneFSturlaLBenvenutoF Extracellular NAD+ is an agonist of the human P2Y11 purinergic receptor in human granulocytes. J Biol Chem (2006) 281(42):31419–29. 10.1074/jbc.M606625200 16926152

[27] CommuniDGovaertsCParmentierMBoeynaemsJM Cloning of a human purinergic P2Y receptor coupled to phospholipase C and adenylyl cyclase. J Biol Chem (1997) 272(51):31969–73. 10.1074/jbc.272.51.31969 9405388

[28] LutzSFreichel-BlomquistAYangYRumenappUJakobsKHSchmidtM The guanine nucleotide exchange factor p63RhoGEF, a specific link between Gq/11-coupled receptor signaling and RhoA. J Biol Chem (2005) 280(12):11134–9. 10.1074/jbc.M411322200 15632174

[29] AminEDubeyBNZhangSCGremerLDvorskyRMollJM Rho-kinase: regulation, (dys)function, and inhibition. Biol Chem (2013) 394(11):1399–410. 10.1515/hsz-2013-0181 PMC553873323950574

[30] ChowdhrySZancaCRajkumarUKogaTDiaoYRaviramR NAD metabolic dependency in cancer is shaped by gene amplification and enhancer remodelling. Nature (2019) 569(7757):570–5. 10.1038/s41586-019-1150-2 PMC713802131019297

[31] GuoJLamLTLongeneckerKLBuiMHIdlerKBGlaserKB Identification of novel resistance mechanisms to NAMPT inhibition via the de novo NAD(+) biosynthesis pathway and NAMPT mutation. Biochem Biophys Res Commun (2017) 491(3):681–6. 10.1016/j.bbrc.2017.07.143 28756225

[32] ThongonNZucalCD’AgostinoVGTebaldiTRaveraSZamporliniF Cancer cell metabolic plasticity allows resistance to NAMPT inhibition but invariably induces dependence on LDHA. Cancer Metab (2018) 6:1. 10.1186/s40170-018-0174-7 29541451PMC5844108

[33] HinschNFrankMDoringCVorlanderCHansmannML QPRT: a potential marker for follicular thyroid carcinoma including minimal invasive variant; a gene expression, RNA and immunohistochemical study. BMC Cancer (2009) 9:93. 10.1186/1471-2407-9-93 19321014PMC2667537

[34] HornigoldNDunnKRCravenRAZougmanATrainorSShreeveR Dysregulation at multiple points of the kynurenine pathway is a ubiquitous feature of renal cancer: implications for tumour immune evasion. Br J Cancer (2020) 123(1):13s7–147. 10.1038/s41416-020-0874-y PMC734184632390008

[35] AudritoVManagoALa VecchiaSZamporliniFVitaleNBaroniG Nicotinamide Phosphoribosyltransferase (NAMPT) as a Therapeutic Target in BRAF-Mutated Metastatic Melanoma. J Natl Cancer Inst (2018) 110(3):290–303. 10.1093/jnci/djx198 29309612

[36] Bolandghamat PourZNourbakhshMMousavizadehKMadjdZGhorbanhosseiniSSAbdolvahabiZ Up-regulation of miR-381 inhibits NAD+ salvage pathway and promotes apoptosis in breast cancer cells. EXCLI J (2019) 18:683–96. 10.17179/excli2019-1431 PMC678576131611752

[37] SantidrianAFMatsuno-YagiARitlandMSeoBBLeBoeufSEGayLJ Mitochondrial complex I activity and NAD+/NADH balance regulate breast cancer progression. J Clin Invest (2013) 123(3):1068–81. 10.1172/JCI64264 PMC358212823426180

[38] UllmarkTMontanoGJarvstratLJernmark NilssonHHakanssonEDrottK Anti-apoptotic quinolinate phosphoribosyltransferase (QPRT) is a target gene of Wilms’ tumor gene 1 (WT1) protein in leukemic cells. Biochem Biophys Res Commun (2017) 482(4):802–7. 10.1016/j.bbrc.2016.11.114 27889611

[39] YueZShushengJHongtaoSShuZLanHQingyuanZ Silencing DSCAM-AS1 suppresses the growth and invasion of ER-positive breast cancer cells by downregulating both DCTPP1 and QPRT. Aging (Albany NY) (2020) 12(14):14754–74. 10.18632/aging.103538 PMC742544232716908

[40] SinhaSSharmaSVoraJShrivastavaN Emerging role of sirtuins in breast cancer metastasis and multidrug resistance: Implication for novel therapeutic strategies targeting sirtuins. Pharmacol Res (2020) 158:104880. 10.1016/j.phrs.2020.104880 32442721

[41] ShiLTangXQianMLiuZMengFFuL A SIRT1-centered circuitry regulates breast cancer stemness and metastasis. Oncogene (2018) 37(49):6299–315. 10.1038/s41388-018-0370-5 PMC628386230038266

[42] ElstrodtFHollestelleANagelJHGorinMWasielewskiMvan den OuwelandA BRCA1 mutation analysis of 41 human breast cancer cell lines reveals three new deleterious mutants. Cancer Res (2006) 66(1):41–5. 10.1158/0008-5472.CAN-05-2853 16397213

[43] FerrariDMalavasiFAntonioliL A Purinergic Trail for Metastases. Trends Pharmacol Sci (2017) 38(3):277–90. 10.1016/j.tips.2016.11.010 27989503

[44] BellefeuilleSDMolleCMGendronFP Reviewing the role of P2Y receptors in specific gastrointestinal cancers. Purinergic Signal (2019) 15(4):451–63. 10.1007/s11302-019-09678-x PMC692330431478181

[45] KennedyC P2Y11 Receptors: Properties, Distribution and Functions. Adv Exp Med Biol (2017) 1051:107–22. 10.1007/5584_2017_89 29134605

[46] KhalidMBrissonLTariqMHaoYGuibonRFromontG Carcinoma-specific expression of P2Y11 receptor and its contribution in ATP-induced purinergic signalling and cell migration in human hepatocellular carcinoma cells. Oncotarget (2017) 8(23):37278–90. 10.18632/oncotarget.16191 PMC551490828418839

[47] BraidyNGuilleminGJGrantR Effects of Kynurenine Pathway Inhibition on NAD Metabolism and Cell Viability in Human Primary Astrocytes and Neurons. Int J Tryptophan Res (2011) 4:29–37. 10.4137/IJTR.S7052 22084601PMC3195218

[48] JhaAMSinghACBhartiM Germ cell mutagenicity of phthalic acid in mice. Mutat Res (1998) 422(2):207–12. 10.1016/s0027-5107(98)00151-1 9838120

How the deposited data were processed for this re-analysis (not part of the article)

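RNA from BT-20 and MDA-MB-468 cells carrying a control shRNA or a QPRT-targeting shRNA was sequenced by the authors as 4 libraries, 1 per cell line and shRNA, on an Illumina NovaSeq system. The authors trimmed adaptors and low-quality reads, estimated expression per annotated gene and deposited FPKM values, which divide the fragments of a gene by its transcript length and by the total of the library. The paper states that the authors used DESeq2 for differential expression and GSEA for pathways. The paper's text names no aligner, counting tool, genome build or annotation. The cell line and shRNA of each library were taken from the column names and the sample labels.

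The deposited table lists 50653 genes by Ensembl identifier, of which 49414 had a symbol in the reference gene names and 49839 a transcript length in GENCODE release 29 (GRCh38). For the symbols listed on more than 1 row, of which there were 27 repeats, the row with the highest mean was kept. All coordinates are from GENCODE 29. FPKM multiplied by the mean transcript length of a gene, rounded to whole bases, and divided by what 1 fragment is worth in the library was a whole number within 0.02 for 87.3% to 87.6% of the values above 0, and for 97.6% to 97.8% of those of genes with a single transcript. The fragment numbers printed for single genes come from this step. Libraries held between 10321996 and 10945948 fragments, the largest 1.06 times the smallest. At this depth a gene with few fragments has a wide counting interval, and exact Clopper-Pearson 95% intervals of the ratio of 2 libraries were computed; fragments without molecular identifiers are not independent molecules, so these intervals cover counting error only.

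Fold changes were differences of log2(FPKM + 1) between QPRT shRNA and control shRNA within each cell line, for the 14321 genes with a mean FPKM of at least 1 over the 4 libraries. A gene was counted as changed at 2-fold or more. Over both cell lines, limma 3.58.1 (R 4.3.3) was fitted to log2(FPKM + 1) with the cell line as a block and eBayes with a trend on mean expression, with Benjamini-Hochberg adjustment. This fit has 4 libraries and 1 residual degree of freedom per gene, and the 2 cell lines stand in for replicates. In the main setting the prior degrees of freedom were infinite. The standard errors and p-values then rest on the variance shared among genes, not on the agreement of the cell lines for a gene. The count test that the authors used was not run; limma-voom on the recovered fragments was run as an alternative. The limma step was tested on simulated data with 200 of 14232 genes changed 4-fold, chosen among well-covered genes, of which 95.5% were recovered at an adjusted p under 0.05 with 4% false calls. The simulation gave all genes the same dispersion, the same change in both cell lines and no trend on GC content or length. The real libraries differ in the trend and in changes of single cell lines, so the rate of false calls does not carry over to them. Gene lists were compared by the percentile of their median among 10000 random lists of the same size matched on mean expression in 20 bins. On simulated fold changes of 14321 genes, 100% of 80 medians of lists moved by 0.5 lay above the upper limit, and 6.25% of 80 medians of lists that were not moved lay outside the limits that hold 95% of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and Pillow 12.0.0 were used.

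Before the data were examined, the gene lists of the RhoA, NAD, interferon and proliferation genes and these alternatives were set: a pseudocount of 0.1, upper quartile scaling, scaling to TPM, no filter on low values, a mean FPKM of at least 5, a threshold of 1.5-fold, summing the rows of one symbol, a fit without the cell line block, eBayes without the trend, and a wider list of RhoA genes. Chosen after seeing the data were the removal of the lowess trend of the fold changes on GC content and transcript length in each cell line (fraction 0.3; 99.4% of the genes had both values, and the others kept their fold change), a minimum of 100 fragments over the 4 libraries, and limma-voom on the recovered fragments. The genes named in the text are the 24 genes of Fig. 3D, the genes of proteins the paper names in the RhoA, phospholipase C, myosin light chain and NAD pathways, and up to 5 of the largest mean rises and 5 of the largest mean falls among genes with a mean FPKM of at least 5 that changed at least 2-fold in the same direction in both cell lines. Genes outside this rule are named in the closing section only, apart from those needed to describe a group, and were chosen after their values were seen. The published gene sets of the paper's GSEA were not used here. Values of some single genes of the RhoA list are not reported here, and the medians of the list include them. No measurement of protein, migration, invasion or cell viability was analysed here.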

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

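For the gut, gastric and immunoglobulin genes, the count of markers lower in both cell lines, the ranking of their excess, the sum and the direction of the markers after removal of the GC trend, the comparison of their proportions between the cell lines, and the comparison of depth were chosen after the result was seen.

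The fold changes of the 2 cell lines related to GC content in opposite directions. Across the 14232 genes with a value, which are not independent replicates, the log2 fold change with QPRT shRNA had a Spearman rho with GC content of -0.272 in BT-20 and 0.284 in MDA-MB-468. With log2 mean transcript length it was 0.274 in BT-20 and -0.109 in MDA-MB-468. The difference between the cell lines was not tested, since there is 1 library per cell line and shRNA. If a technical trend pushed the fold changes of the cell lines apart, their correlation across genes should be above 0 once the trend is removed. Pearson r moved from -0.0429 to 0.0177, and Spearman rho from -0.109 to -0.0093, which is not above 0. Taking out opposite trends raises the correlation by itself, so the shift restates the relation to GC content and does not test its cause. Library preparation that treated GC-rich fragments differently and a response of the cells that follows GC content cannot be told apart, because each group has a single library.

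Genes grouped above as genes of intestinal or gastric epithelium or as immunoglobulin genes fell in both cell lines. The grouping does not exclude that breast epithelium expresses some of them. They include IGHA1, which went from 19.6 to 8.41 FPKM in BT-20 and from 46.1 to 8.02 FPKM in MDA-MB-468, PIGR, from 13.1 to 5.35 and from 29.5 to 5.00 FPKM, and SLC26A3, from 7.37 to 3.05 and from 17.5 to 2.21 FPKM. The paper does not discuss these genes. Markers of intestinal epithelium, gastric epithelium and plasma cells, none of them among the genes first seen, were listed before their values were looked at, and 32 of them had at least 20 fragments over the 4 libraries. Per 1000000 fragments, they together took 137 with BT-20 control shRNA, 80.1 with BT-20 QPRT shRNA, 600.1 with MDA-MB-468 control shRNA and 371 with MDA-MB-468 QPRT shRNA. These sums include markers that a cell line expresses itself, such as ANPEP, at 317 FPKM in MDA-MB-468 with control shRNA.

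A candidate explanation is RNA or reads from gut tissue in the libraries. As first set, the test asked that all 3 cell types fall at least 2-fold in both cell lines, and this was not met. The median log2 ratio of the intestinal markers was -0.73 in BT-20 and -1.34 in MDA-MB-468, that of the gastric markers -1.84 and -1.90, and that of the plasma cell markers -0.86 and -2.43. A weaker form, in which the level of such RNA merely differs between libraries, had 28 of the 32 markers lower in both cell lines, against 6.71 on average in random lists matched on fragments; none of 10000 such lists had as many. Of 7 markers of liver, lung, brain, smooth muscle and pancreas with at least 20 fragments, 4 were lower in both cell lines. If one source fed all the libraries, the excess of control shRNA over QPRT shRNA should rank the markers alike in both cell lines. Its Spearman rho across the 32 markers was 0.809. Markers that fall in both cell lines rank alike by their abundance whatever the cause, so this value does not separate a shared source from an effect of the knockdown. A source in fixed proportions should give the markers one ratio between the cell lines, with a narrow spread. In the control libraries the log2 ratio of MDA-MB-468 to BT-20 had a median of 1.11 and an interquartile range of 0.93 across the 32 markers, against 2.19 in the median random list matched on fragments, and 8 of 10000 such lists had a smaller one. In the QPRT shRNA libraries the median was 0.13 and the interquartile range 0.85, against 2.18, and 2 of 10000 lists had a smaller one. Across the 16 genes first seen, the interquartile range was 0.34 in the control libraries and 1.13 in the QPRT shRNA libraries. The narrow spreads between the cell lines are expected of gut RNA or reads from one source at a level that differs between libraries. They are not expected if each cell line regulates its own genes. The unequal ratios within MDA-MB-468 argue against one source in fixed proportions for all of these genes. Markers that the cell line expresses itself were not set apart. A shared source is thus a candidate that was not decided. It remains a hypothesis, since the source was not observed and genes that are silent in both cell lines could also keep alike proportions.

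Depth cannot account for the pattern, since the largest library held 1.06 times the fragments of the smallest. GC content and length bias was tested on the sum of the 24 markers with a fitted trend, which had a log2 ratio of -0.74 in BT-20 and -0.66 in MDA-MB-468 before the trend was removed and -0.67 and -0.74 after. The test asked for a fall of at least 2-fold, which the sum did not reach even before the correction. By direction, 21 of the 24 markers were lower in both cell lines before the trend was removed and 19 after, against 5.09 on average in random lists given the same correction, and none of 10000 such lists had as many. The median log2 ratio of the 24 markers went from -0.80 to -0.71 in BT-20 and from -1.59 to -1.62 in MDA-MB-468. The fitted trend on GC content and length thus does not account for the direction of most of these markers. Of the 90 genes with an adjusted p under 0.05 in limma, 23 were among these markers, the genes first seen or the immunoglobulin constant genes.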

How the results depend on the processing

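The log2 fold change of QPRT moved by less than the spread of its counting interval in both cell lines under a pseudocount of 0.1, upper quartile scaling, TPM scaling and removal of the GC content and length trend. The median of the RhoA and myosin light chain genes in MDA-MB-468 stayed below 0 under every alternative run on it, and moved by less than the spread of random lists.

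The counts of genes changed at least 2-fold moved under many settings. In MDA-MB-468 the larger count changed from the higher to the lower genes after removal of the GC content and length trend, with 127 higher and 145 lower. With a pseudocount of 0.1, 505 genes were higher and 287 lower in BT-20, 369 higher and 387 lower in MDA-MB-468, and 97 changed in the same direction in both. With a 1.5-fold threshold there were 817 higher and 469 lower in BT-20, 782 higher and 531 lower in MDA-MB-468, and 122 in the same direction in both. With a mean FPKM of at least 5 there were 65 higher and 38 lower in BT-20, 57 higher and 39 lower in MDA-MB-468, and 11 in the same direction. Without a filter on low values, 222 genes were higher and 148 lower in BT-20, and 222 were higher and 195 lower in MDA-MB-468. With at least 100 fragments over the 4 libraries, a setting chosen after seeing the data, 91 were higher and 56 lower in BT-20, 96 higher and 66 lower in MDA-MB-468, and 14 changed in the same direction. Opposite directions were found for 79 genes with a pseudocount of 0.1 and for 112 with a 1.5-fold threshold. They were found for 4 genes with a mean FPKM of at least 5 and for 4 with at least 100 fragments. The cause of these shifts was not tested beyond the settings themselves.

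The correlation across genes of the log2 fold changes in the cell lines was -0.00519 with a pseudocount of 0.1, -0.0216 without a filter on low values, -0.0754 with a mean FPKM of at least 5, -0.0586 with at least 100 fragments, and 0.0177 after removal of the GC content and length trend. The spread of the main value of -0.0429 over 200 resamples of genes was 0.0116 (SD).

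The number of genes with an adjusted p under 0.05 in limma was 90. It was 45 with a mean FPKM of at least 5. It was 0 without a filter on low values, with 807 genes at an unadjusted p under 0.05 against 1421 given by chance. It was also 0 without the cell line block, with 17 at an unadjusted p under 0.05. Without the block the difference between the cell lines enters the residual. After removal of the GC content and length trend, 2 genes were called, QPRT and LYZ, both among the 90. For QPRT the adjusted p was 0.000375 there and 1.11e-28 with limma-voom, and for LYZ 0.0326 and 7.23e-06. The other counts lay between 64, with limma-voom on the recovered fragments, and 105, with eBayes without the trend, and 45 of the 64 genes called by limma-voom were among the 90. The estimated prior degrees of freedom, which set how much genes share a variance, were infinite in the main setting and 7.82 after the removal. For BMP7, S100A2 and IGFBP3 the log2 fold changes moved little, so their loss did not come from a smaller effect. For the other genes called, the cause of the loss after removal of the trend was not tested.

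The median log2 fold change of the RhoA and myosin light chain genes in BT-20 went from 0.042 to -0.063 with upper quartile scaling, and that of the NAD and kynurenine genes in BT-20 from 0.0035 to -0.10. The median of all genes in BT-20 went from 0.048 to -0.038 under the same setting.

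For the genes of Fig. 3D other than QPRT and for LYZ, PGC, KRT20 and REG1A, 54 log2 fold changes were followed. Of these, 16 moved beyond their counting interval with upper quartile scaling, 2 with TPM scaling, 23 after removal of the GC content and length trend and 0 with a pseudocount of 0.1. Among them, the sign changed for L1CAM in MDA-MB-468 with upper quartile scaling and with TPM scaling. After removal of the trend it changed for 4 values, those of L1CAM, PRDX6 and S100A6 in MDA-MB-468 and CRABP2 in BT-20. The RhoA list is not counted here, and some of its genes changed sign too, such as GNA11 in BT-20, from 0.043 to -0.062 with upper quartile scaling. Depth limits the genes with few fragments. IGFBP3 in BT-20 rests on 2 and 22 fragments, and its counting interval on the log2 scale runs from 1.40 to 6.55. No fit with a library left out was possible, because a single library per cell line and shRNA leaves nothing to estimate the spread from.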

Differences from the paper's values

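The paper's text gives no RNA-seq value for a gene, so no values were compared. In the heatmap of Fig. 3D, the brightest cells of several genes sit under another cell line than the highest deposited value. The heatmap has CD24 and CRABP2 brightest under BT-20 with control shRNA, where the deposited FPKM was 1462 and 209, against 3901 and 1033 in MDA-MB-468 with control shRNA. It has ITGA3 and KLK6 brightest under MDA-MB-468 with QPRT shRNA, where the deposited FPKM was 110 and 48.7, against 363 and 105 in BT-20 with QPRT shRNA. It has S100A2 brightest under BT-20 with QPRT shRNA, where the deposited FPKM was 6.05, against 53.3 in MDA-MB-468 with QPRT shRNA.

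By GSEA, the paper links a RhoA pathway gene set to higher QPRT expression. In MDA-MB-468 the median log2 fold change with QPRT shRNA of the genes listed here was -0.17. In BT-20 it was 0.042, the opposite direction, at percentile 71.8 of matched random lists, and -0.063 with upper quartile scaling, at percentile 67.4, the only alternative set before the data were examined under which it was below 0. After removal of the GC content and length trend, a setting chosen after seeing the values, it was 0.012, at percentile 42.3, below the median of the random lists. For the wider list with upper quartile scaling it was -0.030 in BT-20, at percentile 95.6, where the median of the random lists was -0.10; after removal of the trend it was at percentile 74.6. The list is not the published gene set.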

Other observations

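The tests of the colours in Fig. 3D and the deposited columns were, for the exchange between figure and table, chosen after the difference was seen, as was the permutation of directions among the 36 genes after both counts were seen, and as was the carry-over worked out from the difference of the BT-20 medians; the others were set before the values they measure were seen.

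The colour of each cell of the heatmap in Fig. 3D was read from the picture as red minus green and compared, after centring each gene, with log2(FPKM + 1) over 24 genes and 4 columns. As named, Pearson r was -0.275, and the highest column was the same for 2 of the 24 genes. With the 2 cell line names exchanged, r was 0.492, the highest of the 24 possible orders of the columns, and the highest column was the same for 20 of the 24 genes. An exchange of the cell line names between the figure and the deposited table may explain this. The deposited names were checked with deletions known for these lines from general knowledge (SMAD4 and RB1 in MDA-MB-468, CDKN2A in BT-20). SMAD4 was 9.67 and 11.2 FPKM in the BT-20 libraries and 0.279 and 0.0986 in the MDA-MB-468 libraries, RB1 was 33.7 and 46.1 against 1.61 and 1.96, and CDKN2A was listed at 0 and at 1.01 against 225 and 244. Thus 0 of the 3 genes pointed to exchanged names in the deposited table, which leaves the labels of the figure. No biological explanation was tested.

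The BT-20 library with QPRT shRNA may hold a small share of MDA-MB-468 reads or RNA. IGFBP3 and CDKN2A, near 0 in the BT-20 library with control shRNA (0.0373% and 0% of their MDA-MB-468 mean), reached 0.399% and 0.432% of it with QPRT shRNA. Among 52 other genes with a mean FPKM of at least 20 in MDA-MB-468 whose lower BT-20 value was under 0.5% of it, the median was 0.101% with control shRNA and 0.509% with QPRT shRNA, and 36 were higher and 10 lower with QPRT shRNA. In the other direction, 54 genes high in BT-20 and near 0 in MDA-MB-468 had a median of 0.102% of their BT-20 level in MDA-MB-468 with control shRNA and 0.0165% with QPRT shRNA. Of those, 18 were higher and 22 lower with QPRT shRNA. Summed over the genes, the share went from 0.121% to 0.602% in BT-20 and from 0.266% to 0.211% in MDA-MB-468. A rise of many low genes caused by the knockdown in BT-20 was not tested apart from this. Of the 52 genes high in MDA-MB-468 with IGFBP3 and CDKN2A, 54 in all, 5 were among the 38 higher genes with an adjusted p under 0.05. Of the same genes, 8 were among the 151 genes at least 2-fold higher in BT-20. The difference between the medians of the 2 BT-20 libraries, 0.408%, would correspond to a rise of 1.75 FPKM of IGFBP3, 0.793 FPKM of CITED4 and 0.136 FPKM of S100A2, and the observed rises were 1.55, 1.03 and 2.44 FPKM.

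Several explanations were tested for the 24 genes changed at least 2-fold in the same direction in both cell lines. Chance overlap would give as many in at least 5% of shuffles, and 0 of 10000 shuffles of the genes of one cell line did. Shuffling ignores that some genes vary in both cell lines, and the 12 genes changed in opposite directions also exceeded the shuffles, which had 2.27 on average. Chance agreement of direction among the 36 genes changed in both cell lines was therefore tested by permuting the directions of one cell line, and 35.9% of 10000 permutations had at least 24 genes in the same direction. The permutation keeps the numbers of higher and lower genes of each cell line, so a fall common to both is already in its expectation. It therefore cannot decide whether the 21 shared falls exceed such variability. Given those numbers, no excess of matching directions was shown. Of the 24 genes, 21 had a GC content and length value, and after removal of the trend 17 of these 21 were still changed at least 2-fold in the same direction in both cell lines. With at least 100 fragments over the 4 libraries, 14 such genes were found, against 0.973 on average and at most 6 in shuffles, which have the same limit, so counting noise of low genes does not account for all of the 24. The interferon-stimulated genes, a response that vectors and hairpins could cause, had a median at percentile 13.0 of matched random lists in BT-20 and 96.2 in MDA-MB-468, or 24.8 and 99.5 after removal of the trend. The proliferation genes had a median log2 fold change of 0.11 in BT-20, at percentile 94.4, and of -0.27 in MDA-MB-468, below all 10000 random lists, so neither list moved the same way in both. After removal of the trend, the proliferation genes were at percentile 26.2 in BT-20 and still below all random lists in MDA-MB-468, at -0.28. The paper reports no effect of the knockdown on growth, which the expression of these genes does not measure. For the gut and immunoglobulin genes, which are most of the 24, the shared source of RNA or reads weighed above is a candidate that was not decided. An effect of the hairpin on genes other than QPRT could not be tested, since both cell lines are labelled with the same hairpin. DRAM1, which is not a gut or immunoglobulin gene and was chosen after its values were seen, fell from 29.4 to 14.1 FPKM in BT-20 and from 22.1 to 9.13 FPKM in MDA-MB-468 (adjusted p = 0.00161 in limma, 0.0151 with limma-voom and 0.240 after removal of the trend).

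The NAD and kynurenine genes other than QPRT could rise to compensate for its loss. Their median log2 fold change, over 24 genes, was 0.0079 in BT-20, at percentile 27.6 of matched random lists, and 0.0073 in MDA-MB-468, at percentile 48.6, so no joint rise was seen in either cell line. KYNU, which encodes kynureninase upstream of QPRT, went from 3.00 to 13.7 FPKM in BT-20 (81 and 381 fragments) and from 38.0 to 33.0 FPKM in MDA-MB-468 (1060 and 868 fragments), with an adjusted p of 0.0640 in limma over both cell lines, 0.95 after removal of the trend and 0.425 with limma-voom. Of the 25 genes with QPRT, 1 had an adjusted p under 0.05 over all genes and 2 over the list alone. The difference between the cell lines was not tested.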
